A study of Mus musculus with 17 samples.

How the data were processed

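The measurements were droplet-based (10x) single-nucleus RNA counts from the posterior brain of 17 mice labelled female, 2.3 months old and homozygous for a human TfR knock-in. Per the labels, frozen tissue was dounced in a nuclei buffer with RNase inhibitor, strained, stained with DAPI and sorted by flow cytometry directly into the reverse transcription mix. Per the labels, the 4 groups were saline (n = 4), Malat1 ASO (n = 4), anti-TfR:Malat1 (n = 6) and OTV:Malat1 (n = 3), each given 4 doses over 24 days, with harvest 72 hours after the last dose.

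The deposited counts were a matrix of integer UMI counts, per the file headers, over 26131 genes and 284074 nuclei. The sum of each nucleus was checked and equalled the total in the deposited metadata for every nucleus. The aligner and genome build were not given in the sources used here, so no coordinates are printed. Of the 26131 gene names, 25511 (97.6%) matched GENCODE M21 (GRCm38), which was used for chromosome names only. The deposited nuclei had at least 500 UMIs and 298 genes and at most 4500 genes. The authors deposited a prediction score and a cell type label from label transfer, cluster numbers whose column name gives a Seurat resolution of 0.4, a doublet score with doublet calls, and a batch number. The tool and reference behind the labels, the doublet caller and the meaning of the batch were not stated in the sources used here. The deposited doublet calls covered 47758 nuclei (16.8%), which the authors had left in the matrix. Of the metadata columns, 9 were not used.

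Code was written in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, scanpy 1.11.5) and R 4.3.3 (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). Scrublet, as held in scanpy, was run per animal with an expected rate of 0.08 and called 20388 nuclei (7.18%). All nuclei were kept, and leaving out either set of doublets was an alternative. Classes joined a deposited label with a deposited cluster where their leading genes matched. The joins were set after the leading genes had been seen. Label and cluster pairs that did not match were left out of the classes, 14734 nuclei (5.19%), of which 38.2% were doublets by the authors' call. Their mean share was 5.00% in saline, 5.63% in Malat1 ASO, 4.91% in anti-TfR:Malat1 and 5.30% in OTV:Malat1. They stayed in the sums over all nuclei. Of the 7766 nuclei of cluster 13, 7336 were labelled neurons and 430 oligodendrocytes.

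The samples, comparisons, tests, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. UMIs were summed per animal over all nuclei and over each class, for animals with 20 or more nuclei of the class. Genes were filtered by filterByExpr, libraries scaled by TMM, and all 17 animals fitted together by edgeR (glmQLFit, glmQLFTest). P values were two-sided and adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Malat1 was counted apart from other genes. The comparisons were each treated group against saline and OTV:Malat1 against anti-TfR:Malat1. For Malat1 in all nuclei, both conjugates were also compared with Malat1 ASO. The comparisons against saline share the saline animals. The class the design calls endothelial was the vascular class, which also held mural and fibroblast-like nuclei.

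Within-animal differences between vascular and other nuclei, shares of nuclei low in Malat1 and shares of classes were compared by exact two-sided permutation of the animals between the groups. Each exact p counts the smaller tail for both sides. That choice sets the smallest p called possible, such as 0.0571 for the 35 regroupings of 3 animals against 4. For groups of unequal size, ranking regroupings by absolute difference could give a lower floor. Differences used log2(CPM + 1). For the low share each nucleus was thinned to 500 UMIs, and low meant fewer UMIs of Malat1 than the 10th percentile of saline nuclei with saline animals weighted equally. The lists (interferon response, 20 genes; p53 targets, 15; iron handling, 15; Malat1 neighbours on chromosome 19, 18) were tested by camera with a preset correlation of 0.01 and by fry, on log2 CPM with a prior count of 2. Malat1, Neat1 and Tfrc were always to be named. In each comparison up to 3 genes each way over all nuclei, and up to 2 each way in vascular nuclei and microglia, were to be named among those past the threshold with no overlap between groups.

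Alternatives fixed before the data were examined were DESeq2, other size factors, Malat1 left out of library sizes, no filter, only the 2 groups compared, blocks by sample number, no Scrublet doublets, nuclei of 1000 or more UMIs, 50 or more nuclei per animal, other thinning depths and percentiles, and leaving out each animal. Those chosen after seeing the data were the authors' batch as a block or as strata for permutation, the authors' doublets left out, the authors' labels as given, and the p of Malat1 as the only gene. The differences of each class from neurons and the division of vascular nuclei by leading marker list were also chosen after seeing the data. In that division each nucleus went to the list whose UMI sum was highest relative to the mean of that sum over the class, and an animal entered with 5 or more nuclei. A first test of oligodendrocyte RNA in these nuclei, on a single gene, is not reported here. The tests given in its place were set after its result had been seen.

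The code was tested on simulated data with a log2 change of 1 in about 200 genes. In all nuclei edgeR recovered 71.5% of changed genes for Malat1 ASO (21246 genes in the step), 74.4% for anti-TfR:Malat1 (21252) and 70.1% for OTV:Malat1 against saline (21245), and 77.5% for OTV:Malat1 against anti-TfR:Malat1 (21253). False calls were 3.38%, 6.33%, 6.76% and 3.12% of its calls, and 17.1%, 20.6%, 20.3% and 15.0% of those of DESeq2. In vascular nuclei edgeR recovered 24.9% (3044 genes), 30.9% (3014), 14.6% (3105) and 25.1% (3036), and in microglia 57.4% (8452), 74.1% (8475), 54.0% (8462) and 54.5% (8463). The spread between animals not explained by counting was 15.0% in all nuclei, 14.1% in microglia and 25.4% in vascular nuclei (edgeR common dispersion as a coefficient of variation). On the simulated lists camera and fry each recovered the shifted list in every comparison run, and fry made 1 false call. Genes were simulated independently of each other, so this could not test the preset correlation of camera.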

Results

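Nuclear RNA was counted in single nuclei from the posterior brain of 17 mice homozygous for a human transferrin receptor (TfR) knock-in. The mice had received 4 weekly intravenous doses of saline (n = 4), a free antisense oligonucleotide against Malat1 (Malat1 ASO, n = 4), the same kind of oligonucleotide joined to an antibody against TfR (anti-TfR:Malat1, n = 6), or the oligonucleotide carried by a TfR-binding transport vehicle (OTV:Malat1, n = 3). An antisense oligonucleotide of this kind binds its RNA and leads to its loss, and Malat1 is a long noncoding RNA that stays in the nucleus. The doses were 2 mg per kg of Malat1 ASO, 50 mg per kg of anti-TfR:Malat1 and 50 mg per kg of OTV:Malat1, the first being an oligonucleotide-equivalent dose, and tissue was taken 72 hours after the last dose. Whether the 2 carriers held equal amounts of oligonucleotide was not given in the sources used here. The comparisons asked whether each compound lowered Malat1, in which cells, and whether the carriers differed from each other.

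The count table held 284074 nuclei and 1099241149 unique molecular identifiers (UMIs, counted RNA molecules). Totals per animal were 55833121 to 71138007 UMIs in saline, 57393921 to 72127059 in Malat1 ASO, 57660409 to 79866411 in anti-TfR:Malat1 and 55393588 to 63587586 in OTV:Malat1. Each animal gave 13841 to 18365 nuclei, with a median of 2894 to 4052 UMIs per nucleus. Neurons made up 61.2% of the nuclei (173734) and oligodendrocytes 25.8% (73156). There were 4793 astrocytes, 8092 microglia, 1203 vascular nuclei and 596 perivascular macrophages. A further 7766 nuclei formed cluster 13, led by Pdgfra and Vcan, which is reported by number because the deposited labels called most of it neurons. The vascular class held endothelial, mural and fibroblast-like nuclei together, with Flt1 at 1029, Vtn at 653 and Slc6a13 at 480 CPM (a gene's counts over the total, scaled to 1e6), and it was the closest class to the endothelial nuclei that the comparisons had been planned for. RNA of other cells was present in the classes. Meg3, a neuronal RNA, stood at 8100 CPM in neurons, 408 in oligodendrocytes and 670 in vascular nuclei. The deposited metadata named 4 batches. Each batch held 1 saline and 1 Malat1 ASO animal and 1 or 2 anti-TfR:Malat1 animals, and batches 2, 3 and 4 held 1 OTV:Malat1 animal each. Batch 1 held no OTV:Malat1 animal, so it gave no value for the OTV:Malat1 comparisons.

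Malat1, on chromosome 19, took 6.02% of all UMIs. Its share of the UMIs of each saline animal was 8.09%, 6.85%, 7.81% and 4.65% in replicates 1 to 4. In the Malat1 ASO animals it was 7.30%, 6.71%, 7.60% and 4.60%. In the anti-TfR:Malat1 animals it was 4.64%, 5.95%, 7.22%, 6.93%, 5.47% and 5.28% in replicates 1 to 6. In the OTV:Malat1 animals it was 4.32%, 4.35% and 3.34%. The group means were 6.85% ± 1.56 (SD, n = 4) in saline, 6.55% ± 1.35 (SD, n = 4) in Malat1 ASO, 5.92% ± 1.00 (SD, n = 6) in anti-TfR:Malat1 and 4.00% ± 0.57 (SD, n = 3) in OTV:Malat1, the last at 58.4% of the saline mean. All 3 OTV:Malat1 animals lay below the lowest saline animal, against 1 of 6 anti-TfR:Malat1 and 1 of 4 Malat1 ASO animals.

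In the edgeR quasi-likelihood fit over all nuclei, which tested Malat1 among 21374 other genes, Malat1 fell by 0.84 on the log2 scale (SE 0.20) in OTV:Malat1 against saline. Its p was 4.6e-04 before adjustment and 1.00 after Benjamini-Hochberg adjustment over all genes, so the planned threshold of 0.05 was not passed. Over the 18 alternatives with adjustment the adjusted p ranged from 0.249 to 1.00. The alternative that moved the change most, with the sample numbers in fours as a block, gave -0.70, and leaving out saline replicate 4 gave -0.97. Against anti-TfR:Malat1 the change in OTV:Malat1 was -0.67 (SE 0.18), with p 0.0019 before adjustment and 0.997 after it in edgeR. Against saline the change was -0.17 (SE 0.16) in anti-TfR:Malat1 and -0.05 (SE 0.18) in Malat1 ASO. With the batch as a block, an alternative chosen after seeing the data, the edgeR changes against saline were -0.82 in OTV:Malat1 (adjusted p 0.583) and -0.15 in anti-TfR:Malat1, and that of OTV:Malat1 against anti-TfR:Malat1 was -0.67 (adjusted p 0.878).

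Exact two-sided permutation tests of the single value log2(CPM + 1) were run beside the fits, also after seeing the data. In all nuclei OTV:Malat1 differed from saline by -0.75 (exact p 0.0571). With the smaller tail counted for both sides, that is the smallest p that 3 animals against 4 allow, and it is above 0.05. OTV:Malat1 differed from anti-TfR:Malat1 by -0.56 (exact p 0.0238, the smallest that 3 against 6 allow). The difference from saline was -0.20 in anti-TfR:Malat1 (exact p 0.362) and -0.06 in Malat1 ASO (exact p 0.657). Within batches the log2 ratio of OTV:Malat1 to saline was -0.67 in batch 2, -0.85 in batch 3 and -0.48 in batch 4. The ratio of OTV:Malat1 to anti-TfR:Malat1 was -0.46, -0.70 and -0.69 in the same batches. That of anti-TfR:Malat1 to saline was -0.80, -0.20, -0.14 and 0.21 in batches 1 to 4, and so was not lower in every batch. Malat1 ASO lay below saline in 4 of 4 batches, by log2 ratios of -0.15 to -0.02. Moving the labels only within batches, OTV:Malat1 differed from saline by -0.66 (exact p 0.25, the smallest this allows) and from anti-TfR:Malat1 by -0.63 (exact p 0.111, the smallest this allows).

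**Figure D1:**
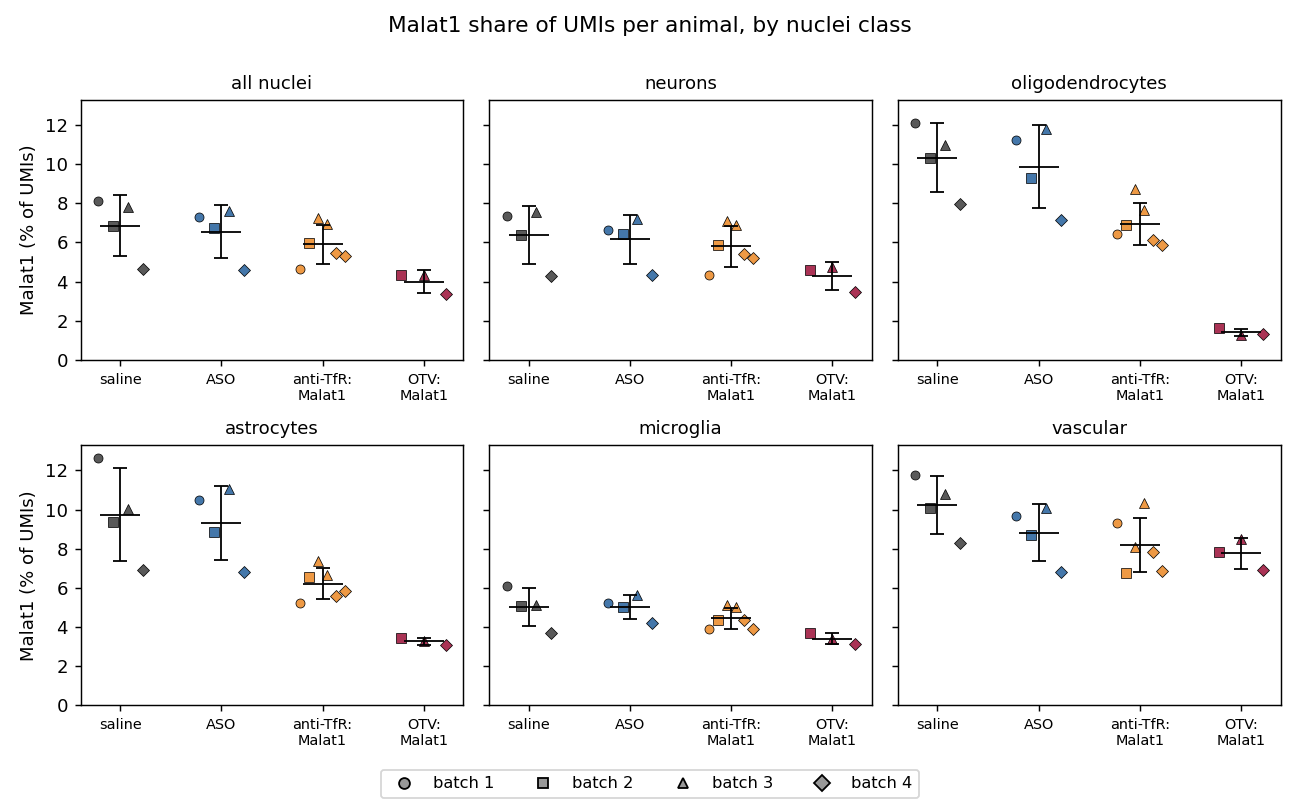
Malat1 as a percentage of UMIs (y axis) in each animal, by treatment group (x axis) and class of nuclei (panels), with the marker giving the batch, the bar the group mean and the error bar 1 SD. In oligodendrocytes the 3 OTV:Malat1 animals averaged 1.40% against 10.3% in the 4 saline animals, while in neurons they averaged 4.29% against 6.39%.

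The classes of nuclei differed in the size of the change. In oligodendrocytes Malat1 took 10.3% ± 1.74 (SD, n = 4) of UMIs in saline, 9.86% ± 2.12 (SD, n = 4) in Malat1 ASO, 6.94% ± 1.07 (SD, n = 6) in anti-TfR:Malat1 and 1.40% ± 0.20 (SD, n = 3) in OTV:Malat1. In edgeR the change against saline was -3.07 (SE 0.20, adjusted p 4.5e-08 over 13992 other genes) in OTV:Malat1 and -0.64 (SE 0.15, adjusted p 1.00, p 3.6e-04 before adjustment) in anti-TfR:Malat1. OTV:Malat1 lay below anti-TfR:Malat1 by a log2 change of -2.42 (SE 0.19, edgeR adjusted p 8.4e-07). With the batch as a block these changes were -2.99, -0.60 (adjusted p 0.364) and -2.39, and the alternative that moved the first most, the deposited labels as given, gave -2.79. Over their alternatives the adjusted p of OTV:Malat1 ranged from 1.2e-55 to 3.2e-05 against saline and from 3.9e-40 to 4.9e-05 against anti-TfR:Malat1. Within batches 2 to 4 the log2 ratio of OTV:Malat1 to saline was -2.66, -3.10 and -2.61, and to anti-TfR:Malat1 -2.08, -2.67 and -2.20. The ratio of anti-TfR:Malat1 to saline was -0.91, -0.59, -0.43 and -0.41 in batches 1 to 4. By the exact test of the single value, anti-TfR:Malat1 differed from saline by -0.57 (exact p 0.0190, and 0.0556 within batches, the smallest that allows), with 5 of 6 animals below every saline animal.

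In astrocytes Malat1 took 9.75% ± 2.36 (SD, n = 4) of UMIs in saline, 9.31% ± 1.90 (SD, n = 4) in Malat1 ASO, 6.21% ± 0.79 (SD, n = 6) in anti-TfR:Malat1 and 3.27% ± 0.18 (SD, n = 3) in OTV:Malat1. The edgeR change in OTV:Malat1 was -1.68 against saline and -0.997 against anti-TfR:Malat1 (adjusted p 0.0025), both past the threshold over 8325 other genes. Over its alternatives the adjusted p of the second ranged from 1.5e-10 to 0.048. The change in anti-TfR:Malat1 against saline, -0.69 (SE 0.13), did not pass (edgeR adjusted p 0.0970), and its adjusted p over the alternatives ranged from 1.4e-06 to 0.998. It passed with the batch as a block (-0.64, adjusted p 0.0221) and without saline replicate 4 (-0.82, adjusted p 0.0032). Within batches the log2 ratio of anti-TfR:Malat1 to saline was -1.27, -0.51, -0.52 and -0.27, that of OTV:Malat1 to saline -1.45, -1.62 and -1.16, and that of OTV:Malat1 to anti-TfR:Malat1 -0.93, -1.10 and -0.89. By the exact test, anti-TfR:Malat1 differed from saline by -0.63 (exact p 0.0190), with 5 of 6 animals below every saline animal.

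The other classes showed smaller changes, none of which passed the threshold in edgeR. In neurons Malat1 was 6.39% ± 1.49 (SD, n = 4) of UMIs in saline and 4.29% ± 0.69 (SD, n = 3) in OTV:Malat1, an edgeR change of -0.64 (p 0.0050 before adjustment, 1.00 after). The exact p of the single value was 0.171, and the ratio within batches 2 to 4 ranged from -0.66 to -0.29. In microglia OTV:Malat1 differed from saline by -0.59 (edgeR adjusted p 0.323), with all 3 animals below every saline animal and ratios within batches of -0.59 to -0.25. Over its alternatives the adjusted p ranged from 1.2e-08 to 0.999. It was 0.0032 with the batch as a block, where the change was -0.55, and also 0.0032 without saline replicate 4, where the change was -0.71. In perivascular macrophages OTV:Malat1 differed from saline by -0.64 (edgeR adjusted p 0.438; -0.66 with the batch as a block, adjusted p 0.0041). In cluster 13 the change was -0.31. Of the 7 classes, Malat1 passed the threshold in 2 in OTV:Malat1 against saline and in 2 in OTV:Malat1 against anti-TfR:Malat1, oligodendrocytes and astrocytes in both comparisons. It passed in 0 classes in Malat1 ASO and in 0 in anti-TfR:Malat1 against saline. Classes with an unadjusted p under 0.05 in edgeR numbered 0 in Malat1 ASO, 3 in anti-TfR:Malat1, 5 in OTV:Malat1 and 6 in OTV:Malat1 against anti-TfR:Malat1, and DESeq2 called the same numbers as edgeR after adjustment.

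**Figure D2:**
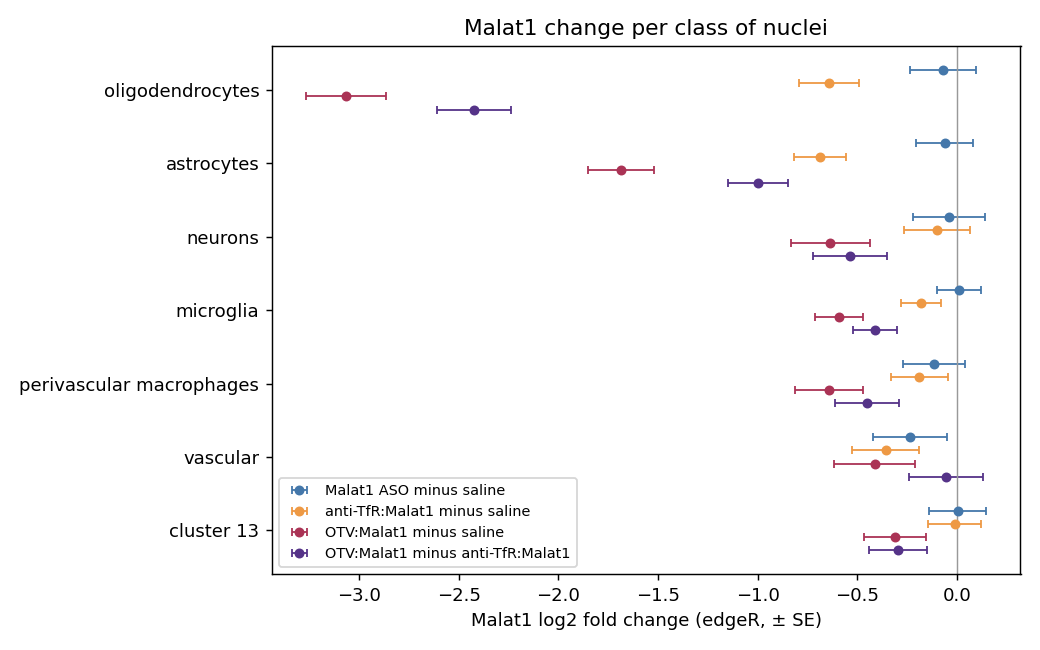
Malat1 log2 fold change (x axis) with its standard error from the edgeR fit of each class of nuclei (y axis), with the comparison given by colour. The change in OTV:Malat1 against saline was -3.07 in oligodendrocytes, -1.68 in astrocytes and -0.41 in vascular nuclei.

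Whether the classes differed was tested by the difference in log2 CPM between a class and the neurons of the same animal, a test chosen after seeing the data. In oligodendrocytes that difference was lower in anti-TfR:Malat1 than in saline by a log2 of -0.45 (exact p 0.0190, adjusted p 0.0952 over 16 tests, -0.43 within batches). It was lower in OTV:Malat1 than in anti-TfR:Malat1 by -1.87 (exact p 0.0238, adjusted p 0.0952, -1.82 within batches). In astrocytes the same differences were -0.51 (exact p 0.0095, adjusted p 0.0952) and -0.48 (exact p 0.0238, adjusted p 0.0952). Against saline, OTV:Malat1 gave -2.32 in oligodendrocytes and -0.99 in astrocytes (exact p 0.0571 and adjusted p 0.152 for both, the raw value being the smallest possible). For microglia the 4 differences from neurons ranged from -0.04 to 0.06. No test of this family passed after adjustment.

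In the vascular class Malat1 took 10.2% ± 1.48 (SD, n = 4) of UMIs in saline, 8.82% ± 1.45 (SD, n = 4) in Malat1 ASO, 8.20% ± 1.39 (SD, n = 6) in anti-TfR:Malat1 and 7.76% ± 0.79 (SD, n = 3) in OTV:Malat1. The edgeR changes against saline over 3287 other genes were -0.23, -0.36 (p 0.043 before adjustment) and -0.41 (p 0.051 before adjustment), none past the threshold. OTV:Malat1 and anti-TfR:Malat1 differed by -0.06. Vascular nuclei lay below saline in every batch in each treated group, with log2 ratios of -0.28 to -0.10 in Malat1 ASO, -0.57 to -0.18 in anti-TfR:Malat1 and -0.36 to -0.26 in OTV:Malat1. The planned test of vascular nuclei against all other nuclei of the same animal gave a difference of 0.60 ± 0.16 (SD, n = 4) in saline and 0.96 ± 0.09 (SD, n = 3) in OTV:Malat1, higher by 0.36 (exact p 0.0571, the smallest possible, and 0.34 within batches). With only nuclei of 1000 or more UMIs, the alternative that moved it most, the value was 0.19. OTV:Malat1 lay above anti-TfR:Malat1 by 0.49 (exact p 0.0714, and 0.62 within batches with exact p 0.111). Without anti-TfR:Malat1 replicate 1 that difference was 0.60 (exact p 0.0357). Over its 15 alternatives the p ranged from 0.0357 to 0.214. Malat1 ASO differed from saline by -0.16 (exact p 0.114) and anti-TfR:Malat1 by -0.13 (exact p 0.486). The other nuclei held the oligodendrocytes, so a higher difference in OTV:Malat1 need not mean more Malat1 in vascular nuclei. Set against neurons instead, after seeing the data, OTV:Malat1 differed from saline by 0.16 (exact p 0.286) and from anti-TfR:Malat1 by 0.37 (exact p 0.143). Malat1 ASO then differed from saline by -0.17 (exact p 0.114) and anti-TfR:Malat1 by -0.20 (exact p 0.314).

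Because that class mixed kinds of nuclei, each vascular nucleus was assigned to the marker list that led it, a step chosen after the class had been examined. Lists of 7 endothelial, 6 mural and 7 fibroblast-like genes led 180, 365 and 645 nuclei, and 13 nuclei had no single leading list. In nuclei led by the endothelial list, summed per animal where 5 or more were present, Malat1 took 7.13% ± 0.97 (SD, n = 4) of UMIs in saline and 5.04% ± 1.11 (SD, n = 4) in Malat1 ASO. It took 3.12% ± 0.92 (SD, n = 5) in anti-TfR:Malat1, 43.7% of the saline mean, and 3.47% ± 0.90 (SD, n = 3) in OTV:Malat1, 48.6% of it. These rested on 59, 38, 50 and 30 nuclei, and anti-TfR:Malat1 replicate 4 had too few. The log2 difference from saline was -1.23 in anti-TfR:Malat1 (exact p 0.0159, the smallest possible for 5 against 4), -1.06 in OTV:Malat1 (exact p 0.0571, the smallest possible) and -0.51 in Malat1 ASO (exact p 0.0571). The adjusted p of each was 0.171 over 18 tests of the 3 lists. All 5 anti-TfR:Malat1 animals, 3 of 3 OTV:Malat1 animals and 3 of 4 Malat1 ASO animals lay below every saline animal. With labels moved within batches the differences were -1.17 (exact p 0.0833), -1.08 (exact p 0.25) and -0.51 (exact p 0.125), each the smallest p that allows. OTV:Malat1 and anti-TfR:Malat1 differed by 0.17 (exact p 0.607), or by 0.26 within batches (exact p 0.167, the smallest that allows). With endothelial nuclei chosen by the marker lists written before the data were examined (188 nuclei), the means were 7.16% in saline, 5.85% in Malat1 ASO, 3.36% in anti-TfR:Malat1 and 3.76% in OTV:Malat1. The differences from saline were then -0.33 in Malat1 ASO (exact p 0.257, with 2 of 4 animals below every saline animal and replicate 1, at 8.09%, above them all), -1.15 in anti-TfR:Malat1 (exact p 0.0159) and -0.93 in OTV:Malat1 (exact p 0.0571).

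In nuclei led by the mural list the means were 12.7%, 11.1%, 10.95% and 9.93% in the same order of groups, and in those led by the fibroblast-like list 10.5%, 8.70%, 8.89% and 8.28%. Their differences from saline ranged from -0.35 to -0.20, with exact p of 0.0571 to 0.229. Within each animal, the difference between the nuclei led by the endothelial list and the oligodendrocytes was -1.16 ± 0.37 (SD, n = 5) in anti-TfR:Malat1 and 1.28 ± 0.47 (SD, n = 3) in OTV:Malat1. The latter was higher by 2.44 (exact p 0.0357, the smallest possible, adjusted p 0.0847 over 12 tests, and 2.59 within batches), with 3 of 3 OTV:Malat1 animals above every anti-TfR:Malat1 animal. Against neurons, anti-TfR:Malat1 differed from saline by -1.06 in the same measure (exact p 0.0317, adjusted p 0.0847). With labels moved within batches that difference was -1.05 (exact p 0.167).

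**Figure D3:**
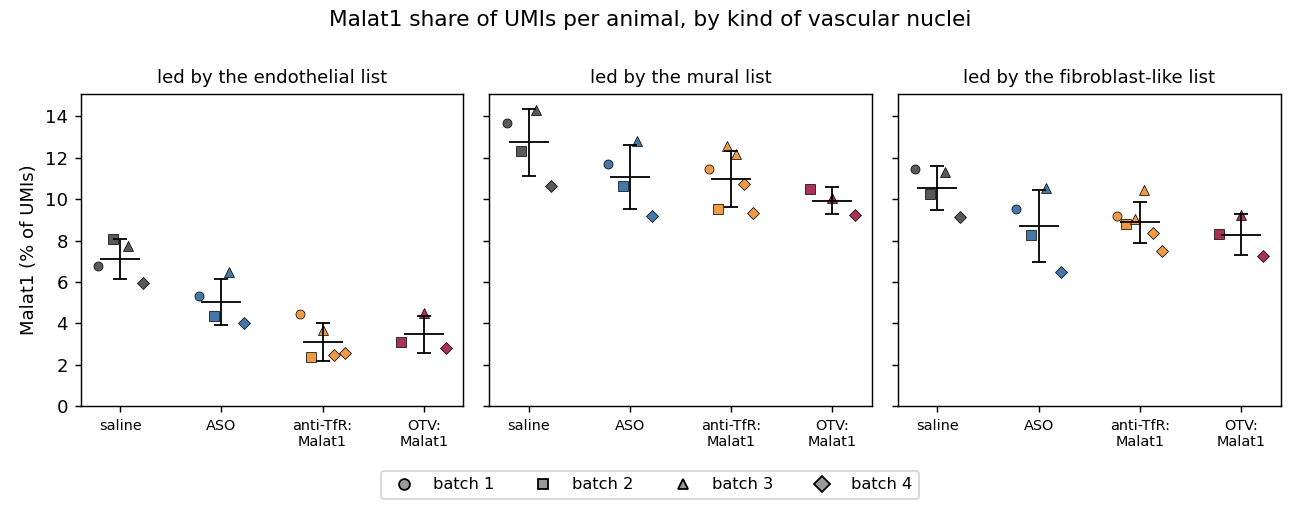
Malat1 as a percentage of UMIs (y axis) in the vascular nuclei led by each marker list (panels), per animal with 5 or more such nuclei, by group (x axis), with the marker giving the batch, the bar the group mean and the error bar 1 SD. In nuclei led by the endothelial list the saline animals averaged 7.13%, the anti-TfR:Malat1 animals 3.12% and the OTV:Malat1 animals 3.47%.

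The share of nuclei low in Malat1 was compared after thinning every nucleus to 500 UMIs, with low meaning fewer than 17 Malat1 UMIs, the 10th percentile of saline nuclei. Thinning left out 0 nuclei in each group. Low nuclei made up 9.68% ± 10.2 (SD, n = 4) of all nuclei in saline, 9.85% ± 8.51 (SD, n = 4) in Malat1 ASO, 14.3% ± 6.62 (SD, n = 6) in anti-TfR:Malat1 and 54.3% ± 6.41 (SD, n = 3) in OTV:Malat1. Without thinning the shares below 3.4% of a nucleus's own UMIs were 8.82%, 8.94%, 13.2% and 54.9%. OTV:Malat1 exceeded saline by 44.6 percentage points (exact p 0.0571, the smallest possible, and 42.4 within batches). It exceeded anti-TfR:Malat1 by 40.1 points (exact p 0.0238, the smallest possible, and 42.2 within batches with exact p 0.111, again the smallest). Anti-TfR:Malat1 exceeded saline by 4.58 points (exact p 0.381) and Malat1 ASO by 0.163 (exact p 0.943). The alternative that moved the OTV:Malat1 difference from saline most left out saline replicate 4 and gave 54.9 points. Leaving out a saline animal also redrew the cut from the remaining ones, at 16 or 20 UMIs in place of 17. The value of 54.9 therefore holds both changes. Without saline replicate 4, and again with the redrawn cut, the anti-TfR:Malat1 difference was 13.6 points (exact p 0.0476, against a range of 0.0476 to 0.714 over 16 alternatives).

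By class, low nuclei made up 95.9% ± 2.18 (SD, n = 3) of oligodendrocytes in OTV:Malat1, 12.3% ± 4.88 (SD, n = 6) in anti-TfR:Malat1, 0.181% in Malat1 ASO and 0.188% ± 0.35 (SD, n = 4) in saline. The unthinned shares were 96.7%, 12.2%, 0.108% and 0.104%. Anti-TfR:Malat1 differed from saline there with exact p 0.0095, or 0.0556 within batches, and OTV:Malat1 from anti-TfR:Malat1 by 83.7 points with exact p 0.0238. In astrocytes the shares were 56.1% in OTV:Malat1, 11.7% in anti-TfR:Malat1, 0.286% in Malat1 ASO and 1.04% in saline (unthinned 58.5%, 11.2%, 0.286% and 0.713%). In neurons they were 37.5%, 15.6%, 14.6% and 14.3% in the same order of groups, and the exact p of OTV:Malat1 against saline was 0.171. Saline replicate 4, at 35.3%, lay above the 5.21% to 11.2% of the other saline animals. Within batches 2 to 4 the neuron share was higher in OTV:Malat1 than in saline each time (31.4% against 11.2%, 30.7% against 5.44%, and 50.2% against 35.3%), by 20.1 points (exact p 0.25, the smallest this allows). In microglia they were 46.9%, 17.1%, 8.68% and 12.8%. In vascular nuclei they were 10.6% ± 3.29 (SD, n = 3), 12.1% ± 6.45 (SD, n = 6), 5.62% ± 4.52 (SD, n = 4) and 0.309% ± 0.617 (SD, n = 4). The exact p against saline there was 0.0571 for OTV:Malat1, 0.0095 for anti-TfR:Malat1 and 0.0286 for Malat1 ASO. Within batches it was 0.25, 0.0556 and 0.125, in each case the smallest possible. The unthinned vascular shares were 10.3%, 12.03%, 6.08% and 0%.

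Among the vascular nuclei led by the endothelial list, pooled over animals, 35 of 53 were low in anti-TfR:Malat1 (66.0%, exact 95% interval 51.7% to 78.5%), 17 of 30 in OTV:Malat1 (56.7%, 37.4% to 74.5%), 8 of 38 in Malat1 ASO (21.1%, 9.55% to 37.3%) and 1 of 59 in saline (1.69%, 0.0429% to 9.09%). These intervals cover counting error only. Among those led by the mural list 0 of 110, 1 of 72, 0 of 82 and 0 of 101 were low in the same order of groups, and among those led by the fibroblast-like list 11 of 221, 3 of 99, 6 of 148 and 0 of 177.

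**Figure D4:**
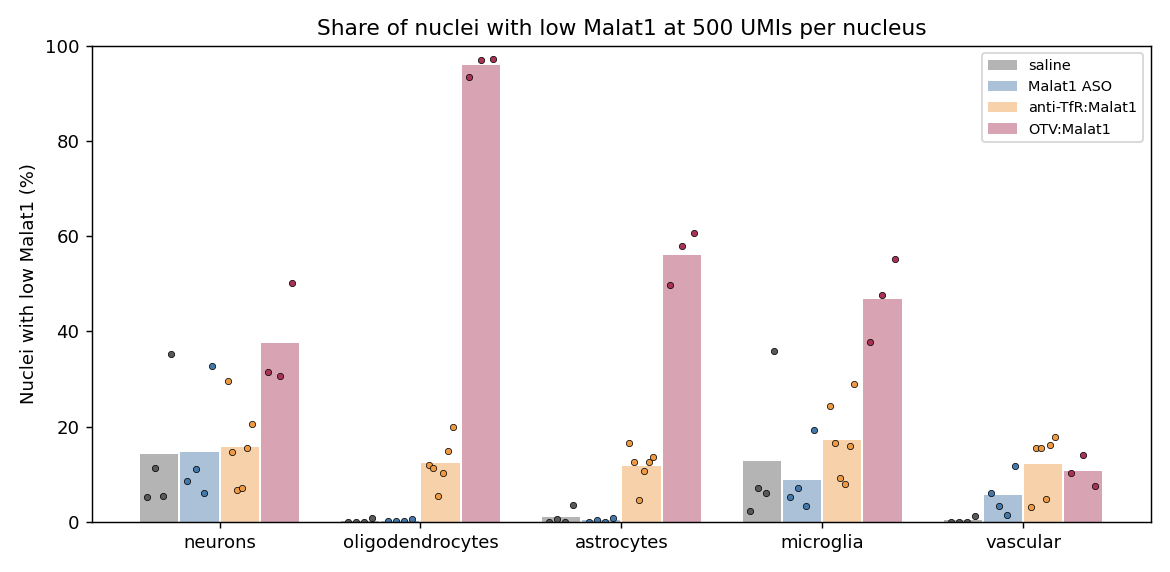
Percentage of nuclei with fewer than 17 Malat1 UMIs after thinning to 500 UMIs (y axis), by class (x axis) and treatment group (colour), with bars at the group mean and a point per animal. The mean share in oligodendrocytes was 95.9% in OTV:Malat1 and 12.3% in anti-TfR:Malat1.

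Apart from Malat1, edgeR called 0 genes past the threshold in all nuclei in each of the 4 planned comparisons. The numbers of genes with an unadjusted p under 0.05 were 129 in Malat1 ASO, 258 in anti-TfR:Malat1 and 236 in OTV:Malat1 against saline, and 344 in OTV:Malat1 against anti-TfR:Malat1. Each was below the share of 0.05 of the genes tested that p values under no change would give. With only the groups compared fitted, 34 of 35, 84 of 100, 31 of 35 and 72 of 84 splits gave as many as the real one. The p values therefore ran high, for a reason not tested. Neither the 0 calls nor the adjusted p of Malat1 in all nuclei shows absence of change. DESeq2 called 0, 0, 1 and 0 genes, the 1 being Saa3, lower in OTV:Malat1 and named after its value was seen. In vascular nuclei edgeR called 0 genes in each comparison (123, 66, 147 and 151 at an unadjusted p under 0.05), and DESeq2 also called 0. In microglia edgeR called 0 genes in each (198, 248, 396 and 337), and DESeq2 called 0. The alternative that moved these counts most applied no filter on low counts, and then called 11 genes in vascular nuclei of OTV:Malat1 against saline.

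Neat1 and Tfrc had been chosen for report before the data were examined. Neat1, the neighbour of Malat1 on chromosome 19, averaged 135 ± 32.4 CPM (SD, n = 4) in saline, 132 ± 22.6 (SD, n = 4) in Malat1 ASO, 115 ± 16.6 (SD, n = 6) in anti-TfR:Malat1 and 164 ± 47.8 (SD, n = 3) in OTV:Malat1. Its edgeR changes against saline were -0.02, -0.20 and 0.21, with 0.41 for OTV:Malat1 against anti-TfR:Malat1, and none passed the threshold (adjusted p of 0.997 to 1.00). Tfrc, the mouse transferrin receptor gene on chromosome 16, averaged 24.0 ± 2.22 CPM (SD, n = 4) in saline, and its changes were -0.13, -0.15, -0.18 and -0.03, none past the threshold. The mice were homozygous for a human TfR knock-in and the reference was not given. Which receptor transcripts the Tfrc counts cover is therefore not known.

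The 4 fixed gene lists gave 33 tests against saline, all of which shared the saline libraries and so were not independent. Camera called 5 of them and fry called 0, as did camera with an estimated correlation, so no camera call held under either. Camera called the interferon response list lower in all nuclei of Malat1 ASO (median log2 change -0.09, adjusted p 2.9e-04, fry 0.444) and of anti-TfR:Malat1 (-0.14, adjusted p 2.9e-04, fry 0.317). It called the Malat1 neighbours on chromosome 19 lower in all nuclei of anti-TfR:Malat1 (-0.10, adjusted p 0.0381). In vascular nuclei it called the 2 neighbours tested lower in anti-TfR:Malat1 (-0.79, adjusted p 0.0142) and OTV:Malat1 (-0.97, adjusted p 0.0243). With the batch as a block the adjusted p of these 5 were 0.0013, 0.0013, 0.0801, 0.0406 and 0.0792. The interferon response list in all nuclei of OTV:Malat1 was not called (-0.07, adjusted p 0.0718). The p53 targets in all nuclei had medians of 0.01, -0.03 and 0.09 in Malat1 ASO, anti-TfR:Malat1 and OTV:Malat1 (adjusted p 0.904, 0.847 and 0.388), and the iron handling genes -0.03, 0.01 and -0.04 (adjusted p 0.904, 0.904 and 0.847). In microglia no list was called, with adjusted p of 0.131 to 0.904. Median, mean and test differed in sign for p53 targets in Malat1 ASO (median 0.01, mean -0.0046), iron handling in each treated group of all nuclei, and, in microglia, p53 targets and neighbours in anti-TfR:Malat1 and interferon response and neighbours in OTV:Malat1. No list gene was called over all genes in any test. Adjusted over the list alone, 1 gene was called in each of 3 tests in vascular nuclei, Cp of the iron list in Malat1 ASO, Neat1 in anti-TfR:Malat1 and Sipa1 in OTV:Malat1.

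The makeup of the nuclei was compared last. Neurons were 59.3% ± 5.16 (SD, n = 4) of the nuclei in saline, 60.8% ± 4.62 (SD, n = 4) in Malat1 ASO, 62.3% ± 4.77 (SD, n = 6) in anti-TfR:Malat1 and 60.8% ± 4.00 (SD, n = 3) in OTV:Malat1. Of the 7 classes, 0 changed their share in any of the 4 comparisons by the exact permutation test with adjustment, with 0 at an unadjusted p under 0.05. For OTV:Malat1 against saline this was fixed in advance, since the exact p could not fall below 0.0571. The smallest unadjusted exact p was 0.114. The edgeR fit of nuclei counts also called 0 classes, with a smallest unadjusted p of 0.0634 (adjusted p 0.444).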

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

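The tests on batch 4 other than that of depth, those of RNA from neurons, the test of the difference within anti-TfR:Malat1 replicate 1, and the differences of classes from neurons were chosen after the results had been seen. Of 72 groups searched for an animal far from the others, 6 held one, where 3.6 would be reached by chance at a rate of about 1 in 20.

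In 5 of the 6 cases the animal came from batch 4. Among saline animals, replicate 4 held the most nuclei low in Malat1 in microglia (35.9%, others 2.16% to 7.05%) and oligodendrocytes (0.713%, others 0% to 0.0199%). It also did in vascular nuclei (1.23%, others 0%), but that value rested on 1 low nucleus of 81. Among Malat1 ASO animals, replicate 4 held the most in oligodendrocytes (0.487%, others 0.0634% to 0.0939%), and its vascular nuclei lay highest against its other nuclei (0.57, others 0.38 to 0.41). These go with a lower Malat1 share in the batch 4 animals of both groups, 4.65% in saline and 4.60% in Malat1 ASO, against 6.71% to 8.09% in batches 1 to 3, a log2 ratio of -0.68. The Malat1 ASO animal had received the free oligonucleotide by design. The ratio was -0.69 in neurons, -0.54 in oligodendrocytes and -0.43 in vascular nuclei.

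A general loss of nuclear RNA was argued against by 5 other nuclear-retained RNAs, whose median log2 ratio in batch 4 was 0.12 (Snhg11 at -0.47, Kcnq1ot1 at 0.22). A conjugate in these animals, through a wrong label or dose, was argued against because the drop in oligodendrocytes was smaller than that in neurons, by 0.15. OTV:Malat1 lowered oligodendrocytes most, and anti-TfR:Malat1 lowered them relative to neurons by a log2 of -0.45. A difference in depth was argued against because neurons of 4000 to 6000 UMIs showed -0.68, beside -0.69 in all neurons. What stays open is a batch difference of unknown origin in handling or library making, and a difference between the animals themselves, which was not tested. Because each group held batch 4 animals, the batch may widen the spread of every group, and blocking by batch gave -0.82 for Malat1 in OTV:Malat1 against saline, beside -0.84 without it.

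The remaining animal was anti-TfR:Malat1 replicate 1, with 3.31% of its nuclei in cluster 13 (others 2.41% to 2.63%). Its Malat1 share was also the lowest of its group, 4.64%. On an axis of 200 genes that separates batch 4 from the other batches, with Malat1 left out, it stood at 0.72. Held-out animals of batch 4 stood at 0.39 to 0.77 and other held-out animals at -0.42 to 0.33. A shift of the whole library like that of batch 4 therefore fits. A stronger effect of the conjugate was argued against, since its difference between oligodendrocytes and neurons, 0.56, lay above those of the other anti-TfR:Malat1 animals (0.15 to 0.29) and among those of saline (0.54 to 0.90). The share of cluster 13 itself was not tested further, so no biological explanation of it was tested.

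Of 16 tests of a class against the neurons of the same animal, 4 had an unadjusted exact p under 0.05 and none passed after adjustment. For anti-TfR:Malat1 against saline it was -0.45 in oligodendrocytes and -0.51 in astrocytes, and for OTV:Malat1 against anti-TfR:Malat1 it was -1.87 and -0.48. The raw exact p lay between 0.0095 and 0.0238, and the adjusted p was 0.0952 for each. Within batches the values were -0.43, -0.48, -1.82 and -0.46. The differences of OTV:Malat1 from saline, -2.32 and -0.99, were larger. They could not reach an exact p below 0.0571 with the smaller tail counted for both sides. Chance alone was examined for the change of Malat1 within the classes in OTV:Malat1. Of 35 splits of the OTV:Malat1 and saline animals, 1 (the real one) gave as large a statistic in oligodendrocytes, and 1 in astrocytes. Against anti-TfR:Malat1 it was 1 of 84 in each. These splits ignore the batch, and unlike the exact p their counts do not take a tail for both sides. More RNA from neurons would draw the classes together, as they did in anti-TfR:Malat1, where the differences from neurons went from 0.71 to 0.26 in oligodendrocytes and from 0.61 to 0.11 in astrocytes. It was argued against there by 50 abundant neuron genes in each class. From saline to anti-TfR:Malat1 their sum moved by 0.69 percentage points of its neuron level in oligodendrocytes and by -1.08 in astrocytes, where mixing would need rises of 75.1 and 89.9. In OTV:Malat1 both classes lay below neurons, at -1.60 and -0.38, which RNA from neurons alone could not make. RNA from classes other than neurons was not tested. A lower uptake or activity in neurons remains a hypothesis, and it was found and tested on the same animals.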

How the results depend on the processing

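The alternatives with the authors' batch, the authors' doublets, the authors' labels and the p of Malat1 as the only gene, and the tests within batches, were chosen after the results had been seen. The others were fixed before the data were examined. Where a result changed, the cause was not tested unless stated.

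The Malat1 changes in OTV:Malat1 kept their direction under every alternative in all nuclei, oligodendrocytes, astrocytes, neurons and microglia, against saline and against anti-TfR:Malat1. Leaving out 1 animal at a time, the change against saline ranged from -0.97 to -0.74 in all nuclei, -3.23 to -2.97 in oligodendrocytes, -1.82 to -1.51 in astrocytes, -0.78 to -0.52 in neurons, -0.71 to -0.47 in microglia and -0.52 to -0.33 in vascular nuclei. Against anti-TfR:Malat1 it ranged from -0.75 to -0.56, -2.59 to -2.34, -1.05 to -0.94, -0.61 to -0.42 and -0.49 to -0.36 in the first 5 of these, and against Malat1 ASO from -0.92 to -0.69 in all nuclei. Vascular nuclei had no fixed direction against anti-TfR:Malat1. The range was -0.15 to 0.043, with 0.15 for sample numbers in fours as a block, 0.13 with nuclei of 1000 or more UMIs and 0.036 without the authors' doublets.

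For anti-TfR:Malat1 against saline the ranges on leaving out 1 animal were -0.31 to -0.09 in all nuclei, -0.75 to -0.54 in oligodendrocytes, -0.82 to -0.51 in astrocytes, -0.24 to -0.0086 in neurons, -0.30 to -0.06 in microglia and -0.46 to -0.28 in vascular nuclei. Against Malat1 ASO the range was -0.26 to -0.03 in all nuclei. For Malat1 ASO against saline they crossed 0 in most: -0.19 to 0.082, -0.17 to 0.068, -0.19 to 0.12, -0.18 to 0.092 and -0.11 to 0.13, and -0.34 to -0.12 in vascular nuclei.

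Whether Malat1 passed the threshold depended on adjusting over all genes. Taken as the only gene, without adjustment, it passed in all nuclei of OTV:Malat1 against saline (-0.84, p 4.6e-04), against anti-TfR:Malat1 (-0.67, p 0.0019) and against Malat1 ASO (-0.79, p 8.1e-04) by edgeR. It also passed for neurons of OTV:Malat1 against saline (-0.64, p 0.0050) and anti-TfR:Malat1 (-0.54, p 0.0097), for microglia in both (-0.59, p 3.7e-05; -0.41, p 0.0010), and for anti-TfR:Malat1 against saline in oligodendrocytes (-0.64, p 3.6e-04), astrocytes (-0.69, p 1.2e-05) and vascular nuclei (-0.36, p 0.0434). The classes past the threshold were then 3 in anti-TfR:Malat1, 5 in OTV:Malat1 and 6 between the 2. Fewer tests explain this by construction. With the batch as a block and 1 animal left out as well, the adjusted p of OTV:Malat1 against anti-TfR:Malat1 in all nuclei ranged from 0.0282 to 1.00. For OTV:Malat1 against saline it then ranged from 2.7e-04 to 0.201 in microglia and from 6.7e-04 to 0.144 in perivascular macrophages. For anti-TfR:Malat1 against saline in astrocytes it ranged from 0.0180 to 0.293. The calls gained there with the batch as a block therefore did not hold without every animal.

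In microglia OTV:Malat1 passed against saline with no filter (-0.63, adjusted p 1.2e-08), the batch as a block (-0.55, adjusted p 0.0032), the authors' labels (-0.71, adjusted p 0.047) and without saline replicate 4 (-0.71, adjusted p 0.0032), and against anti-TfR:Malat1 with no filter (-0.44, adjusted p 0.0021). In astrocytes anti-TfR:Malat1 passed with no filter (-0.71, adjusted p 1.4e-06), the batch as a block (-0.64, adjusted p 0.0221), without Scrublet doublets (-0.70, adjusted p 0.047), without the authors' doublets (-0.70, adjusted p 0.0322) and without saline replicate 4 (-0.82, adjusted p 0.0032). The number of classes was then 1 in anti-TfR:Malat1. In OTV:Malat1 it was 4 with no filter, with the batch as a block and without saline replicate 4.

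The replicate numbers in the titles did not pair animals over all groups. Over 5232 genes the mean correlation of animals with the same number was 0.11 (8 of 21 over 0.1, lowest -0.39), though it was 0.44 between saline and Malat1 ASO, where the number equals the batch. Blocking by them raised the classes past the threshold in OTV:Malat1 against saline to 4, put microglia past it (-0.64, adjusted p 0.0232), called 3 genes (Hba-a1, Hba-a2 and Hbb-bs) in vascular nuclei of OTV:Malat1 against anti-TfR:Malat1 and 3 lists, and reversed Tfrc in the same comparison (0.0017).

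Apart from Malat1, DESeq2 called 1 gene (Saa3) in all nuclei of OTV:Malat1 against saline. With no filter edgeR called 7, 1 (Adarb2), 11 and 9 genes in vascular nuclei of Malat1 ASO, anti-TfR:Malat1, OTV:Malat1 and OTV:Malat1 against anti-TfR:Malat1, and 3 (Gm47283, Nrxn3 and Tsix) in microglia of the first. Without OTV:Malat1 replicate 2 it called 5 genes (Dpp10, Kcnma1, Nrg1, Sgcz and Tenm2) in vascular nuclei of OTV:Malat1 against saline, and leaving out any other animal gave 0. Names in brackets here and above were chosen after their values were seen. Neat1 in Malat1 ASO ranged from -0.12 to 0.13 on leaving out 1 animal and was 0.085 without the authors' doublets. In the other comparisons it ranged from -0.31 to -0.05, 0.05 to 0.41 and 0.25 to 0.61. Tfrc ranged from -0.19 to -0.07, -0.21 to -0.11, -0.24 to -0.13 and -0.059 to 0.00084.

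On leaving out 1 animal the vascular difference from other nuclei ranged from 0.32 to 0.44 in OTV:Malat1, from 0.43 to 0.60 against anti-TfR:Malat1 (exact p 0.0357 without anti-TfR:Malat1 replicate 1), from -0.24 to -0.05 in anti-TfR:Malat1 and from -0.21 to -0.08 in Malat1 ASO. The low share in OTV:Malat1 exceeded saline by 41.1 to 54.9 points, and over its 13 alternatives the exact p against saline ranged from 0.0571 to 0.25. It exceeded anti-TfR:Malat1 by 36.6 to 42.8 points. The exact p against anti-TfR:Malat1 was 0.0357 to 0.0714, since without an OTV:Malat1 animal a smaller p could not be reached. Within batches the difference from anti-TfR:Malat1 was 42.2 (exact p 0.111, the smallest that allows). In anti-TfR:Malat1 the range was 2.04 to 13.6, and 13.6 was reached without saline replicate 4 and with the redrawn cut (exact p 0.0476). In Malat1 ASO it was -4.04 to 7.20, with -0.16 at the 5th percentile and -0.151 without the authors' doublets. Wherever a saline animal was left out, the cut for a low nucleus was redrawn from the remaining saline animals. The low share ranges against saline, 54.9 and 13.6 included, therefore hold that change as well as the loss of the animal.

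The 5 lists called by camera became 0 by fry, 0 by camera with an estimated correlation, 3 with the batch as a block and 0 by fry with that block. On leaving out 1 animal the number ranged from 0 (without saline replicate 2) to 6 (without Malat1 ASO replicate 3). The classes with a changed share stayed at 0 throughout. Perivascular macrophages were not run with nuclei of 1000 or more UMIs or with 50 or more nuclei per animal. The vascular results rested on a median of 1096 UMIs per nucleus and 42 to 119 nuclei per animal, against 4845 and 7736 to 12284 in neurons.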

Other observations

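All tests in this part were chosen after the data had been seen, apart from the counts of genes past the threshold, and those on the kinds of vascular nuclei after the share of low nuclei had been seen.

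A minority of vascular nuclei was low in Malat1 in each treated group, and few were in saline. The first hypothesis was that these were fibroblast-like nuclei. It was argued against: within the 12 treated animals with 5 or more nuclei of each kind, the low share was lower among nuclei led by the fibroblast-like list than among those led by the endothelial list by a mean of -45.0 percentage points, in 12 of 12 animals (exact p 4.9e-04). Doublets were argued against, since without those of either caller the mean low share in treated animals was 9.25%, beside 9.77% with all nuclei and 0.309% in saline. RNA of oligodendrocytes as the cause was argued against in Malat1 ASO and anti-TfR:Malat1, where Malat1 took at least 5.87% of oligodendrocyte UMIs in every animal, above the 3.4% limit for a low nucleus. In OTV:Malat1, mixing would need 65.1% of the RNA to come from oligodendrocytes. It was argued against as the whole cause there, since 50 abundant oligodendrocyte genes, summed, stood at 24.3% of their oligodendrocyte level in the 17 low endothelial-led nuclei. That was above the 3.96% of the other such nuclei and the 10.2% of those in saline, so a part of the drop in OTV:Malat1 stays open to it. The low nuclei were not confined to the endothelial list, since 20 of those in treated animals were led by the fibroblast-like list. An effect of anti-TfR:Malat1 and OTV:Malat1 on endothelial nuclei themselves is a hypothesis that may explain the pattern. For Malat1 ASO it is weaker, since with the lists written beforehand its difference from saline was -0.33 (exact p 0.257). The marker lists were drawn up knowing the leading genes of the class, the nuclei were few (180), and no adjusted p of the comparisons within the lists lay below 0.171.

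In oligodendrocytes of OTV:Malat1 edgeR called 2 genes besides Malat1, Slc35f2 on chromosome 9 and Saa3 on chromosome 7. They fall outside the planned comparisons and were chosen after their values were seen. Slc35f2 fell by 2.05 (adjusted p 0.0079; DESeq2 0.0489; 0.0119 with the batch as a block; 0.132 with sample numbers in fours as a block; 0.389 with only the 2 groups fitted), from 3.03 ± 0.344 CPM (SD, n = 4) in saline to 0.786 ± 0.291 (SD, n = 3). It rested on 2 to 8 UMIs per OTV:Malat1 animal. The call was lost without OTV:Malat1 replicate 1 (adjusted p 0.106) or replicate 3 (adjusted p 0.0625). Saa3 fell by 2.08 (adjusted p 0.0349; DESeq2 0.0489; 0.0560 with the batch as a block), on 4 to 5 UMIs per OTV:Malat1 animal. Of the saline and OTV:Malat1 animals, leaving out any but saline replicate 3 lost its call (adjusted p 0.0625 to 0.860). It was also lost with no filter (0.0624), the replicate numbers as a block (0.101), nuclei of 1000 or more UMIs (0.0596) and without the authors' doublets (0.120). Saa3 was not called with sample numbers in fours as a block either. A shift between oligodendrocyte clusters was argued against by drops of at least -0.93 for Slc35f2 and -1.04 for Saa3 within the 2 largest clusters. On the same log2(CPM + 1) scale, which differs from that of edgeR, the drops in the whole class were -1.17 and -1.14. RNA from neurons was argued against for both genes. By 50 abundant neuron genes, saline oligodendrocytes held 5.92% of the neuron level. At 4.13 CPM of Slc35f2 and 2.08 of Saa3 in saline neurons, losing all of that RNA would make 10.9% and 5.35% of the drops. More of it could not lower oligodendrocytes below the neuron level, and in OTV:Malat1 they lay below it for both genes (0.786 against 4.14 CPM and 0.907 against 1.31). RNA from classes other than neurons and a drop not limited to oligodendrocytes stay open. In OTV:Malat1 Slc35f2 went from 5.62 CPM in saline to 0 in astrocytes and from 17.2 to 3.74 in vascular nuclei, and Saa3 changed by -0.42 in neurons. Not every class fell. Slc35f2 went from 1.84 to 4.18 CPM in cluster 13 and from 0.533 to 0.688 in microglia, and was level in neurons. Saa3 went from 0.533 to 2.83 CPM in microglia and was lower in the other classes. Chance was not decided for either gene: with only the 2 groups fitted no gene was called, so that 35 of 35 splits gave as many was fixed in advance. Off-target binding of the oligonucleotide could not be examined, since its sequence was not used here.

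Xist, on the X chromosome, was nearly absent in Malat1 ASO replicate 1, with 35 UMIs against 52666 to 94769 in the other animals. A male animal was argued against by 12 UMIs of Y-linked genes (others 7 to 19). Loss of counts over the whole X chromosome was argued against by a median log2 ratio of 0.023 over X-linked genes (others -0.04 to 0.11). A single X chromosome fits: of 4 genes that escape inactivation (Kdm6a, Kdm5c, Ddx3x, Eif2s3x), 4 lay below every other animal, at 67.8% to 71.1% of their mean. This may be a sex chromosome difference of the animal, and without a karyotype it remains a hypothesis.

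Counts of genes past the threshold were 0 in each comparison, so every other split of the animals had to give as many, which decides nothing. For all, vascular and microglia nuclei alike these were 35 of 35 splits in Malat1 ASO, 100 of 100 in anti-TfR:Malat1 (drawn from 210 possible), 35 of 35 in OTV:Malat1 and 84 of 84 in OTV:Malat1 against anti-TfR:Malat1. In all nuclei the largest counts in the splits run were 248, 2013, 1430 and 330 genes in the same order. The splits with 248, 1430 and 330 kept every batch whole (such as batches 1 and 4 against 2 and 3 for the 248), while that with 2013 divided batch 2. In vascular nuclei and microglia every such split divided at least 1 batch. For Malat1 in all nuclei, 29 of 35 splits gave as large a statistic in Malat1 ASO, 35 of 100 in anti-TfR:Malat1, 2 of 35 in OTV:Malat1 and 1 of 84 in OTV:Malat1 against anti-TfR:Malat1. Chance therefore stays open for Malat1 in all nuclei of the first 3. For the last it is argued against only by splits that ignore the batch, since with labels moved within batches its exact p was 0.111, the smallest that allows.

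For the lists called by camera, the number of splits with as small a p was 3 of 35 for interferon response in Malat1 ASO and 1 of 100 in anti-TfR:Malat1. For the Malat1 neighbours it was 1 of 100 in all nuclei and 2 of 100 in vascular nuclei of anti-TfR:Malat1, and 2 of 35 in vascular nuclei of OTV:Malat1. Chance stays open for the first and the last, and fry called none of them. For the others it is argued against only by splits that ignore the batch. With the batch as a block, camera no longer called the Malat1 neighbours in all nuclei of anti-TfR:Malat1.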
